# Identification of Genetic Modules Mediating the Jekyll and Hyde Interaction of *Dinoroseobacter shibae* with the Dinoflagellate *Prorocentrum minimum*

**DOI:** 10.3389/fmicb.2015.01262

**Published:** 2015-11-13

**Authors:** Hui Wang, Jürgen Tomasch, Victoria Michael, Sabin Bhuju, Michael Jarek, Jörn Petersen, Irene Wagner-Döbler

**Keywords:** *Roseobacter*, Dinoflagellate, pathogenicity, CtrA-phosphorelay, quorum sensing, symbiosis, type IV secretion system, plasmid

## Abstract

The co-cultivation of the alphaproteobacterium *Dinoroseobacter shibae* with the dinoflagellate *Prorocentrum minimum* is characterized by a mutualistic phase followed by a pathogenic phase in which the bacterium kills aging algae. Thus it resembles the “Jekyll-and-Hyde” interaction that has been proposed for other algae and *Roseobacter*. Here, we identified key genetic components of this interaction. Analysis of the transcriptome of *D. shibae* in co-culture with *P. minimum* revealed growth phase dependent changes in the expression of quorum sensing, the CtrA phosphorelay, and flagella biosynthesis genes. Deletion of the histidine kinase gene *cckA* which is part of the CtrA phosphorelay or the flagella genes *fliC* or *flgK* resulted in complete lack of growth stimulation of *P. minimum* in co-culture with the *D. shibae* mutants. By contrast, pathogenicity was entirely dependent on one of the extrachromosomal elements of *D. shibae*, the 191 kb plasmid. The data show that flagella and the CtrA phosphorelay are required for establishing mutualism and prove a cell density dependent killing effect of *D. shibae* on *P. minimum* which is mediated by an unknown factor encoded on the 191 kb plasmid.

## Introduction

Members of the *Roseobacter* clade within the Alphaproteobacteria often dominate bacterial communities associated to marine algae (Gonzalez et al., 2000; Riemann et al., 2000; Alavi et al., 2001; Allgaier et al., 2003; Tujula et al., 2010; Ankrah et al., 2014; Chen et al., 2015). Uncultivated lineages of the *Roseobacter* clade were shown to play different roles during successions induced by algal blooms in the North Sea (Teeling et al., 2012; Wemheuer et al., 2014; Voget et al., 2015). Interactions between roseobacters and marine algae can be mutualistic (Amin et al., 2015; Durham et al., 2015), pathogenic (Case et al., 2011; Fernandes et al., 2011; Paul and Pohnert, 2011; Gardiner et al., 2015), or shift between both (Seyedsayamdost et al., 2011b; Wang et al., 2014a).

The *Roseobacter* strain *Ruegeria* sp. R11 was shown to induce bleaching of the macroalgae *Delisea pulchra* at elevated temperatures and when biosynthesis of quorum sensing (QS) inhibiting furanones by the algae was impaired (Case et al., 2011). *Ruegeria* sp. TM1040 and the heterotrophic dinoflagellate *Pfiesteria piscicida* display a mutualistic interaction, showing bacterial uptake of the algal osmolyte dimethylsulfoniopropionate (DMSP; Miller and Belas, 2004) and microalgal uptake of growth promoting factors produced by the bacteria (Geng and Belas, 2010). Bacterial motility controlled by the cell cycle regulator CtrA and the histidine kinase CckA has been shown to be important in this interaction (Miller and Belas, 2006). Interestingly, a so-called *Roseobacter* Motility Inducer (RMI) extracted from cell-free supernatants of this bacterial species showed algicidal effect against *Tetraselmis striata* and *T. chuii* (Sule and Belas, 2013). *Ruegeria pomeroyi* produces algicidal lactones which show an inhibitory effect against the fresh water alga *Chlorella fusca* (Riclea et al., 2012). An algicidal compound termed roseobacticide is produced by *Phaeobacter inhibens* BS107 in the presence of *p*-coumaric acid, a degradation product of lignin released by aging coccolithophores like *Emiliania huxleyi* (Seyedsayamdost et al., 2011a,b). *P. inhibens* also produces tropodithietic acid (TDA), an antibacterial compound whose production is controlled by QS (Berger et al., 2011). Thus, the relationship between the coccolithophore *E. huxleyi* and *P. inhibens* might shift from a mutualistic stage, where the bacteria protect the algae from other bacteria through the synthesis of TDA, to a pathogenic stage where algal lysis is induced by the roseobacticides. For the biosynthesis of roseobacticides in *P. inhibens*, three precursor molecules are needed, namely phenylacetic acid, a plant growth promoter synthesized by the bacterium, *p*-coumaric acid derived from aging alga, and cysteine derived from the algal osmolyte DMSP which can be used as a carbon source by the bacterium. Strikingly, while each of these molecules is beneficial in the mutualistic phase, they might be combined to make toxins in the pathogenic phase (Seyedsayamdost et al., 2014).

Our work on the interaction between *Prorocentrum minimum*, a dinoflagellate that is capable of photoautotrophic growth but also feeds on algal prey upon phosphorous and nitrogen limitation (Stoecker et al., 1997; Johnson, 2015), and the *Roseobacter* species *Dinoroseobacter shibae* has demonstrated that indeed these two organisms switch from a mutualistic to an antagonistic stage in co-culture (Wang et al., 2014a), thus resembling the “Jekyll and Hyde” interaction proposed for *E. huxleyi* and *P. inhibens* (Seyedsayamdost et al., 2011b). *D. shibae* has been shown to provide vitamins B_12_ and B_7_ to its algal host (Wagner-Döbler et al., 2010). Here, we started to investigate the genetic mechanisms underlying both the mutualistic and the antagonistic relationship. *D. shibae* harbors a complex *N*-acyl homoserine lactone (AHL) mediated QS system regulating phenotypic traits that might be important for the interaction with dinoflagellates, e.g., flagella and two type IV secretion systems (T4SS). The T4SS are located on the 191 and 126 kb sister plasmids, respectively (Patzelt et al., 2013). Recently, we have demonstrated that the CtrA phosphorelay, an important regulatory circuit in Alphaproteobacteria (Brilli et al., 2010), is integrated into the QS system of *D. shibae* and controls flagella biosynthesis as well as the synthesis of AHLs with a C14 side chain (Wang et al., 2014b).

Here, we investigated the transcriptome of *D. shibae* in co-culture with *P. minimum*. Based on those findings we then studied how deletion mutants for key genes, e.g., the autoinducer synthase *luxI*_1_, the histidine kinase *cckA*, genes from the flagella gene clusters as well as the complete 191 kb plasmid, changed the mutualistic or pathogenic phase of the co-culture between *P. minimum* and *D. shibae.*

## Materials and Methods

### Cultivation of Algae and Bacteria

The axenic culture of *Prorocentrum minimum* CCMP 1329 used in this work was obtained from the Provasoli-Guillard National Center for Marine Algae and Microbiota (NCMA, formerly the Provasoli-Guillard National Center for Culture of Marine Phytoplankton, CCMP). CCMP 1329 was cultivated as previously described (Wang et al., 2014a). *D. shibae* DFL-12 strains (**Table 1**) were grown at 30°C and 160 rpm in a chemically defined sea water medium (SWM) supplemented with 5 mM succinate, prepared as described previously (Tomasch et al., 2011). The co-cultures of *P. minimum* with *D. shibae* strains were prepared as previously described (Wang et al., 2014a). In brief, bacterial cells where added up to a final density of 10^7^ cells/ml to the culture of *P. minimum* immediately after subculturing the dinoflagellate in fresh L1 medium lacking vitamin B_12_ with an initial density of approximately 2000 cells/ml. The co-culture was grown in 100 ml batches in 300 ml Erlenmeyer flasks at 22°C under a 12:12 h light-dark cycle with a light intensity of about 40 μmol photons m^-2^ s^-1^. Growth of algae and bacteria was followed by cell counting using a BD FACS Canto flow cytometer (BD Biosciences, San Jose, CA, USA), according to the methods described previously (Wang et al., 2014a). Strains of *D. shibae* used in this study are listed in **Table 1.** All cultivations were performed in triplicates.

**Table 1:** *Dinoroseobacter shibae* strains used in this study.

Strain	Description	Reference
DFL-12	Wild-type	Biebl et al., 2005
Δ*luxI_1_*	Δ*luxI_1_*:: Gm^r^	Patzelt et al., 2013
*ΔctrA*	*ΔctrA*:: Gm^r^	Wang et al., 2014b
*ΔcckA*	*ΔcckA*:: Gm^r^	Wang et al., 2014b
Δ191-kb	Plasmid-cured mutant	Ebert et al., 2013
*ΔfliC*	Transposon mutant	Ebert et al., 2013
*ΔflgK*	Transposon mutant	Ebert et al., 2013

### Sampling

All cultures were monitored for 36 days. Sampling for cell counting by flow cytometry was performed every 3 days for the first 24 days and then every 6 days till the end of the experiment. For transcriptome analysis of the *P. minimum* and *D. shibae* wild-type in co-culture, sampling was performed at day 18, day 24, and day 30. 50 ml of the cultures were pelleted at 5000 rpm for 10 min and transferred into 2 ml Eppendorf tubes. The cell pellets were then covered with 1 ml Trizol reagent (Ambion, Life Technologies, Carlsbad, CA, USA), snap frozen in liquid nitrogen and stored at -70°C until RNA isolation. Two of the three samples were further used for RNA-seq analysis.

### RNA Isolation and Depletion of Ribosomal RNA

The total RNA of *P. minimum* and *D. shibae* wild-type strain in co-culture was extracted according to (Wang et al., 2014a). PolyATract System IV (Promega, Madsion, WI, USA) was used for isolation of algal mRNA according to the manufacturer’s instructions. For isolation of the bacterial mRNA Ribo-Zero Magnetic Kit for both plant leaf and gram-negative bacteria (Epicentre, Madsion, WI, USA) was used according to the manufacturer’s instructions. The final purification of the eluted mRNA was performed using ethanol precipitation.

### RNA Sequencing and Data Analysis

The library was prepared from ribosomally depleted total RNA using Scriptseq v2 RNA-Seq Library Preparation Kit (Epicentre, Madsion, WI, USA) following the manufacturer’s protocol. Briefly, 50 ng of ribosomally depleted total RNA was chemically fragmented. Reverse transcription was performed using random hexamers with a 5′ tail containing a unique tagging sequence. After cDNA synthesis, the terminal tagging oligonucleotide (TTO) that blocked the 3′ end was annealed to the 3′ end of the cDNA. Following extension with a DNA polymerase, a second, unique tagging sequence (complementary to the TTO) was added to the 3′ end of the cDNA. Purification of cDNA was done using Agencourt AMPure purification. The resulting di-tagged cDNA was amplified by PCR using primers that anneal to the two different tagging sequences on the cDNA to generate the library. Library purification was done using AMPure purification.

Libraries were assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). For sequencing equal volumes of libraries (12 pM) were multiplexed on a single lane. Cluster generation was performed with cBot (Illumina, San Diego, CA, USA) using TruSeq SR Cluster Kit v3-cBot-HS (Illumina, San Diego, CA, USA). Sequencing was done on the HiSeq 2500 (Illumina, San Diego, CA, USA) using TruSeq SBS Kit v3 – HS (Illumina, San Diego, CA, USA) for 50 cycles. Image analysis and base calling were performed using the Illumina pipeline v 1.8 (Illumina, San Diego, CA, USA).

The sequencing output (50 bp single end short reads) of the Genome Analyzer IIx was controlled for general quality features using the fastq-mcf tool of ea-utils (http://code.google.com/p/ea-utils) and was mapped against the genome sequence of *D. shibae* (NC_009952.1, NC_009955.1 NC_009956.1, NC_009957.1, NC_009958.1, and NC_009959.1) using BWA v 0.5.9-r16 (Li and Durbin, 2009). Statistical analysis of the mapped read counts was performed in the R environment using the package edgeR (Robinson et al., 2010). Gene set enrichment analysis for the cluster of orthologous (COG) group was performed based on the hypergeometric distribution function (phyper) in R. Raw and processed data are available from the gene expression omnibus database under accession number GSE55371.

## Results

### Transcriptome Changes of *D. shibae* during Growth in Co-culture with *P. minimum*

In our previous work we demonstrated that population dynamics of *P. minimum* in the co-culture with *D. shibae* exhibited a mutualistic phase (day 1 to day 21) where both partners profit from each other and a pathogenic phase (day 21 to day 36) where *D. shibae* kills aging dinoflagellate cells (Wang et al., 2014a). In the same study we analyzed the influence of light on the transcriptome of *D. shibae* at an early stage (day 12) of the co-cultivation (Wang et al., 2014a). Here, we used RNA-sequencing of samples from the same co-cultivation experiment to analyze the transcriptome of *D. shibae* at three different growth stages: (1) day 18 when *D. shibae* was in the mid-exponential growth phase, while *P. minimum* had entered the stationary phase; (2) day 24 when *D. shibae* had entered the stationary phase, while *P. minimum* started to decline; (3) day 30 when *P. minimum* had almost vanished, while *D. shibae* remained in the stationary phase (**Figure 1**). 

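RNA from co-cultures of D. shibae and P. minimum sampled 5 h into the light period on day 18, day 24 and day 30 was depleted of ribosomal RNA and sequenced, with 2 cultures per day and 6 libraries in all. For each library the authors deposited the number of reads counted on every annotated gene, once for uniquely mapped reads and once for all counted reads, without normalization. The files list 50 RNA genes and 4194 protein-coding genes. The 3992 protein-coding genes with at least 1 uniquely mapped read in the 6 libraries were tested. Their uniquely mapped reads were scaled by TMM (trimmed mean of M-values), a library scaling offered by edgeR, and fitted in 1 model over the 6 libraries with the day as its factor. Differential expression was called at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The model leaves 3 residual degrees of freedom, and its estimate of the variation was the same shared trend for every gene (common dispersion 0.0936). Values in cpm, the reads per gene scaled to a common library total, include the TMM factors and are given as mean ± SD. Standard errors of log2 fold changes are approximate, since they were taken as the size of the fold change divided by the square root of the test's F. For genes with few reads on day 18 the fitted fold change depends on the small prior count that edgeR adds.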

Two of the three biological replicate samples for each time point were used for RNA-seq analysis. The library sizes of the samples from different time-points increased with the increasing density of bacteria in the co-culture. 

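The libraries of day 18 held 15227 and 139421 uniquely mapped reads in replicates 1 and 2, those of day 24 held 1279767 and 2903645, and those of day 30 held 5339346 and 5282941. When all counted reads were included, the totals were 36581 and 169698 on day 18, 1528357 and 3199674 on day 24, and 6153431 and 6165259 on day 30. Reads on ribosomal and transfer RNA genes made up 57.1% of all counted reads in day 18 replicate 1 (95% Wilson interval 56.6 to 57.6%) and 15.4% in day 18 replicate 2 (15.2 to 15.6%). In day 24 replicates 1 and 2 these shares were 13.8% (13.7 to 13.8%) and 6.03% (6.01 to 6.06%), and in day 30 replicates 1 and 2 they were 9.30% (9.28 to 9.32%) and 10.6% (10.6 to 10.6%). Intervals and detection limits given for reads cover counting error only.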

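The number of protein-coding genes without a uniquely mapped read was 2131 in day 18 replicate 1 and 586 in day 18 replicate 2, against 226 and 208 on day 24 and 202 and 227 on day 30. The median protein-coding gene had 0 and 7 reads in the day 18 libraries, 60 and 134 in the day 24 libraries, and 366 and 245 in the day 30 libraries. A gene without reads is limited to fewer than 3 reads, which corresponds to 197 and 21.6 cpm of the protein-coding reads on day 18, 2.35 and 1.03 cpm on day 24, and 0.562 and 0.569 cpm on day 30. The gene Dshi_2232 alone took 18.1% of the protein-coding reads of day 18 replicate 1 (95% Wilson interval 17.5 to 18.7%) and 11.3% of those of replicate 2 (11.1 to 11.5%).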

Samples from day 18 reached only 15 and 139 k unique mapping reads, while samples from later time-points reached more than one to five million unique mapping reads (**Supplementary Table S1**). Despite these differences in sequencing depth the correlation between replicates was satisfactory for all time-points (**Supplementary Figure S1A**). 

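Spearman's rho between the uniquely mapped reads of both replicates, across the protein-coding genes, was 0.737 for day 18, 0.979 for day 24 and 0.964 for day 30. These correlations are across genes, which are not independent replicates, and no p-value is attached to them. The genes included changed the values: among the 1362 genes with an average log2 cpm of at least 7 they were 0.794, 0.943 and 0.923, and among genes with at least 1 read in both replicates they were 0.762, 0.975 and 0.958. In a comparison added after these values were seen, the later libraries were thinned to the 15227 and 139421 reads of the day 18 libraries. At that depth rho was 0.781 ± 0.00602 (SD over 10 draws) for day 24 and 0.774 ± 0.00513 for day 30.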

To determine a cut-off for reliable changes in gene expression we reduced the sequencing depth for day 24 and day 30 to 100 k reads by resampling. 

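The uniquely mapped reads of the day 24 and day 30 libraries were thinned without replacement to 100000 reads per library in 10 draws, and log2 fold changes of day 30 against day 24 were computed with a prior count of 2. Among the 2646 genes with an average log2 cpm under 7, 12.9 ± 0.377% (SD over the 10 draws) had a fold change that moved by more than 1 on the log2 scale. Among the 1346 genes at or above this limit the share was 0.520 ± 0.182%. The median size of the change was 0.41 below the limit and 0.17 above it. With the smaller prior count of edgeR's fitted fold changes the shares were 35.6% below the limit and 1.14% above it.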

The deviation in expression and log_2_ fold-change between the reduced and original dataset strongly increased for genes with an abundance of log_2_ cpm (counts per gene per million reads) lower than seven. We defined this value as the lower cut-off for reliable gene expression at day 18 (**Supplementary Figures S1B,C**). 

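In the comparison of day 24 with day 18, 144 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An average log2 cpm under 7 was found for 48 of them, 15 higher and 33 lower on day 24. No uniquely mapped read had been counted on day 18 for 6 of these genes. On simulated counts with the depths of the day 18 and day 24 libraries and 200 changed genes, the same test called 79 of the changed genes (39.5%) and 2 unchanged genes. Of the 75 changed genes above the limit, it called 52.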

Only four of the 41 genes identified as significantly differentially expressed had a cpm-value slightly below this cut-off and therefor have to be treated with caution. This is consistent with our previous study, showing that small library sizes increase the error of the obtained reads per gene in particular for weakly expressed genes (Wang et al., 2014a).

**FIGURE 1:**
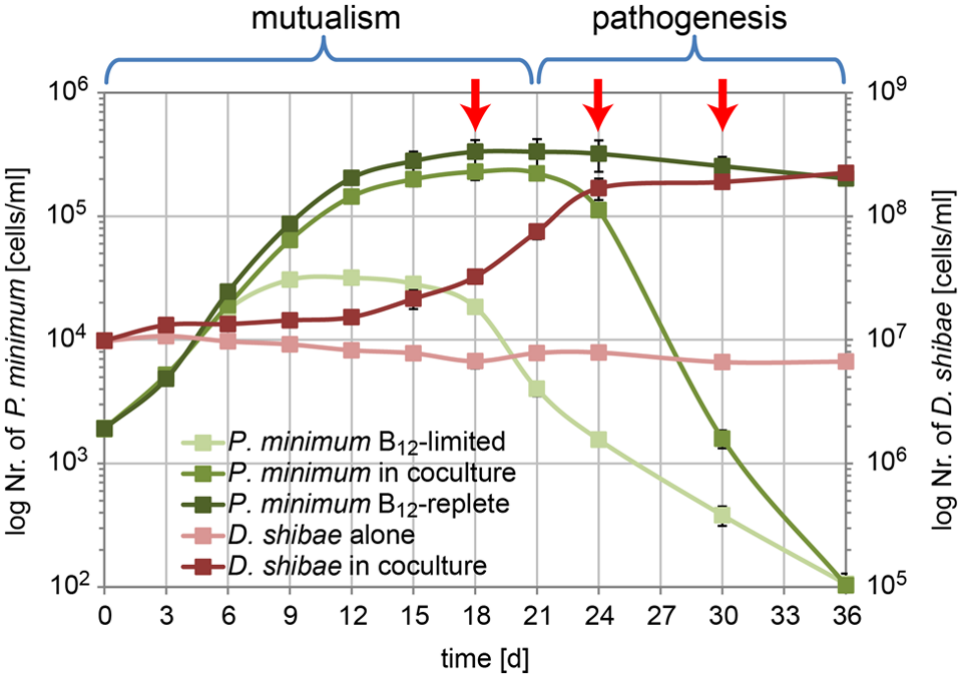
**Growth of *P. minimum* and *D. shibae* in co-culture.** In the mutualistic phase (day 0–day 21) both organisms profit from the co-cultivation in a medium where the dinoflagellate and the bacterium are not able to grow in single culture due to lack of vitamin B_12_ and organic carbon, respectively. In the pathogenic phase (day 21–day 36) the algae are killed by the bacteria, which continue to grow. Red arrows indicate the sampling time points for transcriptome analysis (modified from Wang et al., 2014a).

Comparing day 24 to day 18 we observed 41 of the 4192 protein-coding genes with a significant differential expression, 15 of them up- and 26 down-regulated. This number most likely underestimates the true number of differentially expressed genes because of the low sequencing depth at day 18. In contrast, we found 391 differentially expressed genes for the comparison of day 30 with day 24, 146 of them up- and 245 down-regulated. Both comparisons shared 17 differentially expressed genes (**Figure 2A**). 

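In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 85 genes were higher and 59 were lower on day 24 than on day 18 among the 3992 genes tested, and 620 genes had an unadjusted p under 0.05. Among alternatives set in advance other than leaving out a library, the count moved most when only the 4 libraries of both days were fitted, with 162 genes higher and 95 lower. The counts also rested on single libraries: without day 18 replicate 1 or replicate 2 no gene was called (620 and 382 genes with an unadjusted p under 0.05), and without day 24 replicate 2 the test called 2 genes (280 with an unadjusted p under 0.05). Without day 24 replicate 1 the total was 84, and without day 30 replicate 1 or replicate 2, which enter through the shared estimate of the variation, it was 258 and 261. DESeq2's Wald test on the 6 libraries called 117 genes higher and 64 lower. The share of called genes that were higher was 59.0%. It was 58.9% with DESeq2's size factors and 59.3% with library size alone, and 39.7% with upper-quartile normalization in the quasi-likelihood test, which was added after the data had been seen. Among genes with an average log2 cpm of at least 7, the largest rises were those of fliH (Dshi_3265), bchC, Dshi_2820, bchX and Dshi_0765. Their log2 fold changes ran from 3.11 to 2.97. This average is over the 6 libraries and is not a limit for day 18 alone. On day 18, bchC, Dshi_2820, bchX and Dshi_0765 had means of 83.8, 112, 53.3 and 236 cpm. In day 18 replicate 1, bchC and bchX had 0 reads each. The gene fliH rose from 79.98 ± 113 cpm (SD, n = 2) on day 18, where its libraries held 0 and 21 reads, to 1100 ± 240 cpm on day 24 (standard error 0.59, adjusted p = 7.53e-05). The largest falls were those of Dshi_1770, aceF, pheA1, Dshi_2656 and aceE. Dshi_1770 fell from 1902 ± 445 to 238 ± 213 cpm, a log2 fold change of −3.04 (standard error 0.51, adjusted p = 1.06e-05), and aceE, which encodes a pyruvate dehydrogenase subunit, from 14001 ± 2833 to 2529 ± 415 cpm, a log2 fold change of −2.47 (standard error 0.58, adjusted p = 0.00254).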

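Between day 24 and day 30, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 459 genes higher and 488 lower, with 1360 genes at an unadjusted p under 0.05. Scaling by DESeq2's size factors in the same test gave 678 genes higher and 393 lower. Without day 24 replicate 1 the totals fell to 105 higher and 244 lower, and without day 24 replicate 2 to 130 and 250. With the libraries of day 24 and day 30 thinned to 100000 reads in a single random draw, 206 genes were called higher and 277 lower. On simulated counts with the depths of these 4 libraries, the test called 145 of 200 changed genes and 12 unchanged genes. The gene with the largest rise above log2 cpm 7 was Dshi_3831 on an extrachromosomal replicon, with 35.2 ± 14.2 cpm (SD, n = 2) on day 24 and 526 ± 89.0 cpm on day 30, a log2 fold change of 3.87 (standard error 0.46, adjusted p = 5.91e-15). It was followed by Dshi_2077, sgaA2, Dshi_0622 and Dshi_1221, with log2 fold changes from 3.73 to 3.09. The largest fall was that of Dshi_2085, from 3822 ± 343 to 62.2 ± 26.5 cpm, a log2 fold change of −5.94 (standard error 0.63, adjusted p = 2.76e-18). The next were fliH at −5.35, Dshi_2131 at −4.71, fliF at −4.54 and flgE at −4.53.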

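The calls of both comparisons from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment had 68 genes in common. Of these, 40 rose to day 24 and fell to day 30, 8 fell and then rose, 16 fell in both comparisons and 4 rose in both. The genes that rose in both were Dshi_1745, Dshi_2411, Dshi_2467 and Dshi_2607, named here after their values were seen, and Dshi_2607 had no uniquely mapped read on day 18. Genes of the flagella and of the CtrA phosphorelay list made up 22 of the 40. Both comparisons share the day 24 libraries, so chance differences in these push the fold changes in opposite directions. In 20 sets of libraries simulated without change, no gene was called in both comparisons. Where no gene changes and genes vary independently, chance differences thus did not give the 40 and 8 genes of opposite directions. The simulation held no gene that changes in only 1 comparison and no deviation shared by many genes of a culture. It therefore cannot exclude the day 24 libraries as a source of part of these genes. Library size alone as the scaling gave 120 shared genes, the fit without day 24 replicate 1 gave 35, that without day 24 replicate 2 gave 1, those without day 18 replicate 1 or replicate 2 gave 0 each, and the fits without day 30 replicate 1 or replicate 2 gave 114 and 118.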

The complete dataset can be found in **Supplementary Table S2**.

**FIGURE 2:**
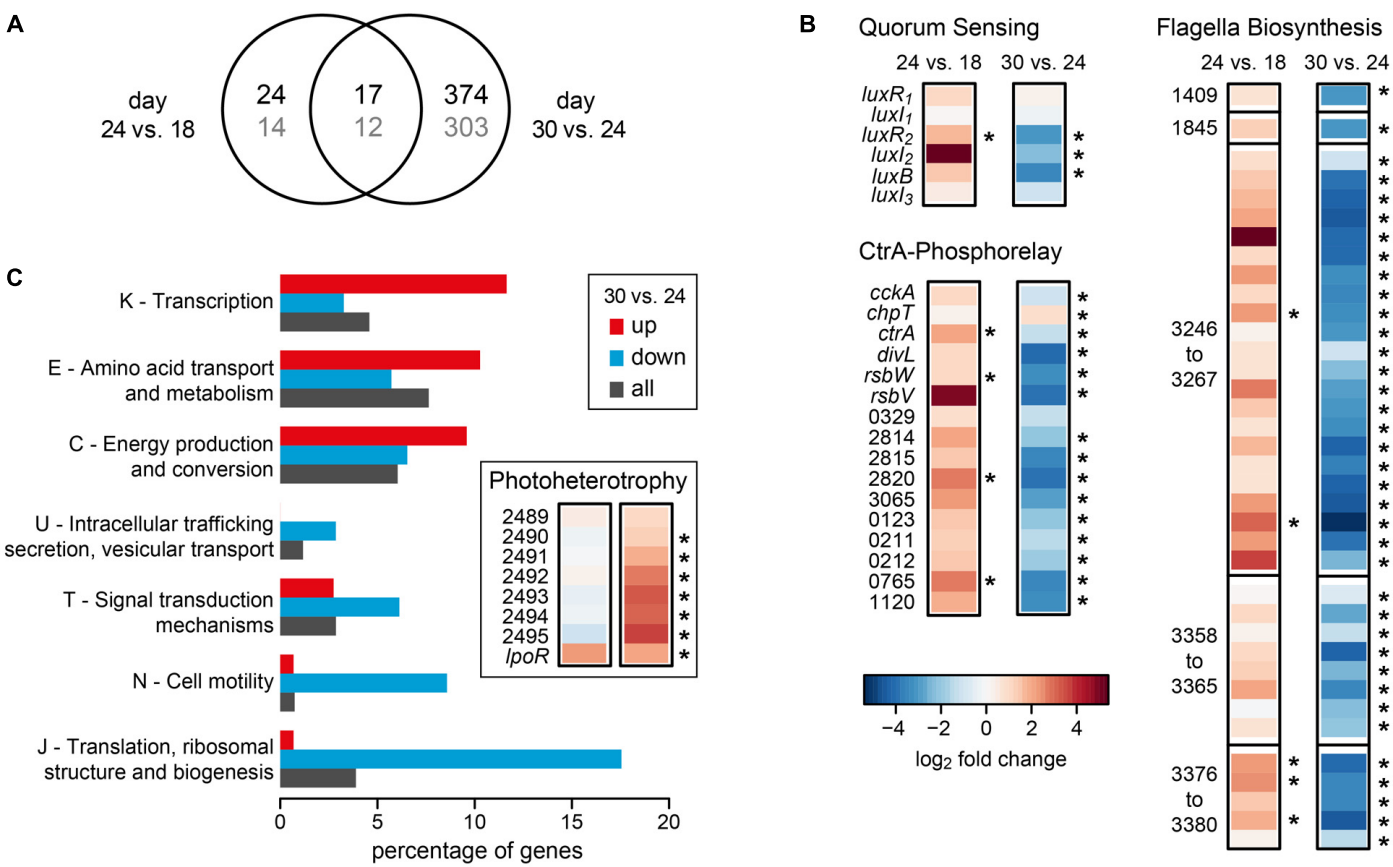
**Differential gene expression of *D. shibae* during the transition from mutualistic to pathogenic (day 24 vs. day 18) and from pathogenic to stationary phase (day 30 vs. day 24). (A)** Venn-diagram showing the overlap in the number of differentially expressed genes for both comparisons. The number of genes with COG-annotation is shown in gray. **(B)** Differential expression of genes of the Quorum sensing system, the CtrA phosphorelay and flagella biosynthesis (two single genes and three gene clusters). Asterisks indicate significant differences in expression (*p*-value < 0.05). Identifiers are either the gene symbols or the locus tags according to **Supplementary Table S2**. **(C)** Significantly enriched COG-categories (*p*-value < 0.1) for the comparison of day 30 with day 24. The percentage of genes of enriched categories is shown for up- and down-regulated genes. The percentage of all genes in the genome of *D. shibae* that have been assigned to the respective category is shown for comparison. Inlay: differential expression of genes with relevance for aerobic anoxygenic photosynthesis.

Interestingly, genes that had previously been identified as being part of the quorum-sensing controlled CtrA-phosphorelay (Wang et al., 2014b), were regulated in different directions during the two transitions analyzed here (**Figure 2B**). Specifically, when comparing the samples of day 24 to day 18, *ctrA* and its targets, the *luxR_2_I_2_* operon coding for an autoinducer synthase and the respective transcription factor of the QS system, the sigma-factor-antagonist *rbsW* and its repressor *rbsV* (Dshi_0072/73), genes controlling cyclic di-GMP, Dshi_0329/2814/2815/2820/3065 and other regulatory genes (Dshi_0123/0211/0212/0765) as well as the first gene of a Type II secretion locus (Dshi_1120) were consistently up-regulated. Moreover, the genes coding for components of the flagella, most of them located in three different clusters on the chromosome of *D. shibae* (Wang et al., 2014b), were all up-regulated.

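The locus tags of 13 of these 15 genes were found in the files, whereas luxR2 and luxI2 could not be matched. The files name a gene luxR2 (Dshi_0465), which was not taken as that of the list because no gene beside it is named luxI2. The gene ctrA (Dshi_1508), on the chromosome from position 1567975 to 1568692, had 578 ± 152 cpm (SD, n = 2) on day 18 and 3150 ± 860 cpm on day 24. Its log2 fold change was 2.37 (standard error 0.57, adjusted p = 0.00395 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 2.08 and 2.86 with each of the 6 libraries left out in turn, but its adjusted p was 0.102 without day 18 replicate 1, 0.356 without day 18 replicate 2 and 0.469 without day 24 replicate 2. All 13 genes were higher on day 24, with log2 fold changes from 1.34 to 5.11. Of these, 9 were called over all genes tested and 11 when p was adjusted over the list alone, and since the paper names this list from the same samples, neither these counts nor the tests of the list as a set are independent evidence. The genes rsbW (Dshi_0072), ydaM (Dshi_0329), Dshi_0211 and Dshi_2815 were not called over all genes. The values of rsbW were 85.5 ± 45.5 cpm on day 18 and 179 ± 20.6 cpm on day 24, a log2 fold change of 1.498 (standard error 0.61, adjusted p = 0.165). Dshi_0073 had 1 read on day 18 and 954 reads on day 24, a ratio of 36.9 after scaling (95% counting interval 6.61 to 1460). As a set, the 13 genes had a median log2 fold change of 2.16 (adjusted p = 0.0319 from limma's fry set test with Benjamini-Hochberg adjustment). The adjusted p of the set was 0.0537 when the libraries were scaled by their size alone and 0.118 when only the 4 libraries of both days were fitted, within a range of 0.0263 to 0.118 over the alternatives other than leaving out a library. Of the 29 genes named by the paper or by size of change that were called in this comparison, none was called without day 18 replicate 1 or without day 18 replicate 2, and 1 without day 24 replicate 2.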

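The annotation held 28 genes whose symbol names a part of the flagellum or its motor. All 28 had a higher fitted value on day 24 than on day 18, with a median log2 fold change of 1.85, and 10 of them were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without day 18 replicate 2, flgA, fliL1 and motB were lower on day 24 (log2 fold changes of −0.44, −0.17 and −0.087). The adjusted p of the set was 0.0319 from limma's fry set test with Benjamini-Hochberg adjustment, and it was 0.0930 with library size alone and 0.118 with only the 4 libraries of both days, within a range of 0.0263 to 0.118 over the alternatives other than leaving out a library. The flagellin gene fliC had 1105 ± 398 cpm (SD, n = 2) on day 18 and 3228 ± 403 cpm on day 24, a log2 fold change of 1.48 (standard error 0.54, adjusted p = 0.0968). The hook protein gene flgE had 864 ± 25.9 and 4272 ± 688 cpm, a log2 fold change of 2.31 (standard error 0.57, adjusted p = 0.00442). No read was counted on fliQ on day 18, and with 3 reads over both libraries as the limit (20.2 cpm) it was at least 3.98-fold higher on day 24. The gene fliP had 1 read on day 18 and was higher by a ratio of 20.3 (95% counting interval 3.63 to 804). Of the 37 genes in the locus ranges of Figure 2B, all had a higher fitted value on day 24 and 13 were called. Dshi_3358 and Dshi_3364 among them were not called, and their direction changed with the processing. For Dshi_3358, day 24 against day 18 gave −0.032 on the log2 scale with upper-quartile normalization and −0.041 when only genes of log2 cpm 7 or more were fitted, and for Dshi_3364, day 24 against day 18 gave −0.12 and −0.037.

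**Figure D1:**
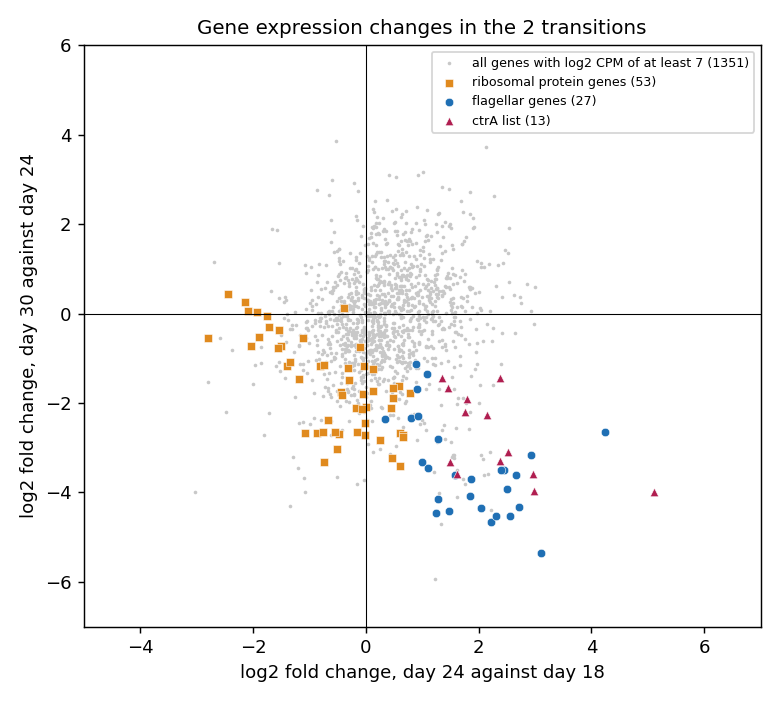
Log2 fold change of day 24 against day 18 on the horizontal axis and of day 30 against day 24 on the vertical axis, with 1 point per gene, for genes with an average log2 cpm of at least 7 (grey), ribosomal protein genes, flagellar genes and the 13 genes of the CtrA list, leaving out genes without reads on day 18. Flagellar genes and the CtrA list lie to the right of 0 and below 0.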

When comparing day 30 (late pathogenic phase) to day 24 (early pathogenic phase), all of these genes were strongly and significantly down-regulated (**Figure 2B**). 

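All 13 located genes of the CtrA list were lower on day 30 than on day 24, with log2 fold changes from −3.99 to −1.43, and all were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The smallest falls were those of ydaM and ctrA. The value of ctrA fell to 1158 ± 340 cpm (SD, n = 2), a log2 fold change of −1.44 (standard error 0.52, adjusted p = 0.0263). With a library left out in turn it ranged from −1.78 to −1.11, with an adjusted p of 0.102 without day 24 replicate 1, 0.388 without day 24 replicate 2 and 0.103 without day 30 replicate 1. That of rsbW fell to 18.0 ± 4.02 cpm, a log2 fold change of −3.32 (standard error 0.41, adjusted p = 5.13e-14). Of the 28 flagellar genes, all had a lower fitted value on day 30 (log2 fold changes from −5.35 to −1.12) and 27 were called. The exception was fliI, at −1.34 with an adjusted p of 0.174. In the 37 genes of the ranges of Figure 2B, 35 were called, with Dshi_3358 (−0.86, adjusted p = 0.0878) as the other exception. The gene fliC fell to 152 ± 60.5 cpm, a log2 fold change of −4.41 (standard error 0.58, adjusted p = 3.28e-12). The medians of the sets were −3.10 for the CtrA list and −3.60 for the flagellar genes (adjusted p = 0.00789 and 0.00237 from limma's fry set test with Benjamini-Hochberg adjustment). With only the 4 libraries of both days, the adjusted p of the CtrA list was 0.0510, the highest over the alternatives other than leaving out a library, and the lowest over these was 0.00417. It was 0.0549 without day 18 replicate 2, 0.0692 without day 30 replicate 2 and highest, at 0.0943, without day 30 replicate 1.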

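COG categories were at hand for 1997 genes only, in the part of Supplementary Table S2 that could be read, so their enrichment over all genes was not tested. Of the genes for translation, the 54 ribosomal protein genes were tested as a set between day 24 and day 30. Their median log2 fold change was −1.70 (adjusted p = 0.0319 from limma's fry set test with Benjamini-Hochberg adjustment). The adjusted p was 0.0670 with only the 4 libraries of both days and 0.0980 with the replicate number as a block, within a range of 0.00714 to 0.0980 over the alternatives other than leaving out a library. With a library left out in turn the median ranged from −2.004 to −1.34, and the adjusted p was 0.0481 without day 18 replicate 1 and between 0.0618 and 0.120 without each of the other 5 libraries.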

From the 391 differentially expressed genes found in this transition, 315 could be assigned to a COG category. **Figure 2C** shows that several COG categories were down-regulated, especially J (translation, ribosomal structure, and biogenesis), N (cell motility), T (signal transduction mechanisms), and U (intracellular trafficking, secretion, vesicular transport). By contrast, categories K (transcription), E (amino acid transport), and C (energy production) were higher expressed (**Figure 2C**). These data suggest that the cells had entered the stationary phase of growth at day 30. 

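Of the 54 ribosomal protein genes, 49 were lower on day 30 than on day 24 and 34 of these were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The other genes, rpsU, rplR, rpsE, rpmD and rpsP, were higher by 0.04 to 0.43 on the log2 scale and were not called. They are named after their values were seen. Between day 18 and day 24, 40 of the 54 genes were lower and 10 of these were called, and the median of the set was −0.43 (adjusted p = 0.232 from limma's fry set test with Benjamini-Hochberg adjustment).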

Since *D. shibae* is photoheterotrophic, and light has been shown to play an important role during adaptation to the stationary phase of growth (Soora et al., 2015), we had a closer look at genes important for photoheterotrophy (**Figure 2C** inset). 

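The genes Dshi_2489 to Dshi_2495 lie next to each other on the chromosome. The paper's text prints a longer range, and the counts given here hold for the range of its figure. All 7 had a higher fitted value on day 30 than on day 24, with log2 fold changes from 0.84 to 3.44. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6 were called over all genes tested, and 7 were called when p was adjusted over the list alone. Since the paper names them from the same samples, neither count is independent evidence. Dshi_2495 rose from 6.71 ± 2.13 cpm (SD, n = 2) to 76.9 ± 22.9 cpm (standard error of the log2 fold change 0.48, adjusted p = 4.08e-11), and Dshi_2494 from 66.3 ± 4.46 to 501 ± 133 cpm, a log2 fold change of 2.92 (standard error 0.44, adjusted p = 1.36e-09). The smallest rise was that of Dshi_2489, from 31.3 ± 0.0949 to 56.2 ± 20.5 cpm (standard error 0.41, adjusted p = 0.12). DESeq2's size factors in the same test called 7 genes, and without day 24 replicate 2 the test called 4. The light-dependent protochlorophyllide reductase gene could not be matched to a gene in the files.

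**Figure D2:**
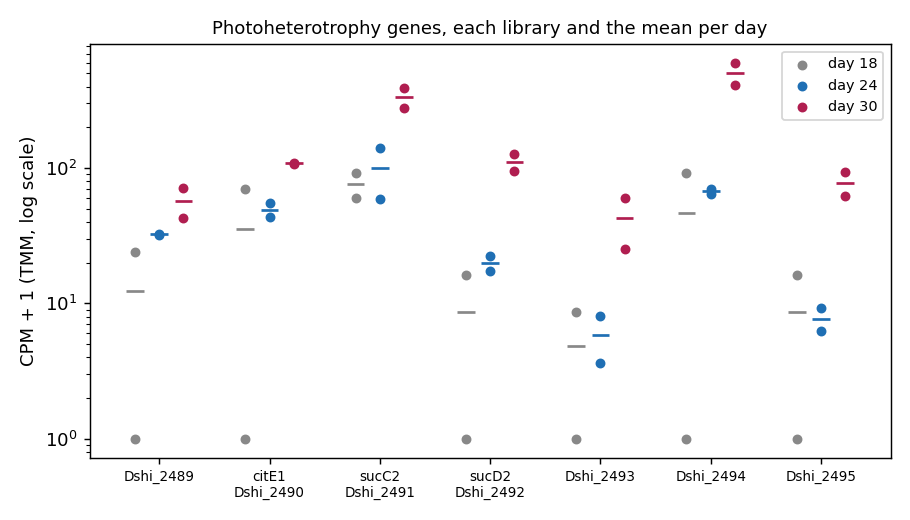
Expression of Dshi_2489 to Dshi_2495 in cpm after TMM scaling, plus 1, on a log axis, with a point for each library and a line at the mean of each day (n = 2). On day 30 the means lie above those of day 24 in all 7 genes.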

Interestingly, two loci that have recently been associated with aerobic anoxygenic photosynthesis were up-regulated at this stage. The genes Dshi_2489-2595 might be involved in CO_2_ fixation and have previously been found to be permanently up-regulated in the light (Tomasch et al., 2011). The extrachromosomally located *lpor* gene codes for a functional light-dependent protochlorophyllide reductase of cyanobacterial origin (Kaschner et al., 2014). Its expression is controlled by light and nutrient limitation, and it is located on a 72 kb chromid which is indispensable for survival under starvation in the light (Soora et al., 2015). Thus, our data are in accordance with previous studies and suggest that *D. shibae* switches to a more photoheterotrophic life-style when substrates gained from the lysis of algae become scarce.

### Co-cultivation of *P. minimum* with *D. shibae* Knock-out Mutants

To determine how the different genetic modules shown to be expressed in a growth-phase dependent way in the co-culture of *D. shibae* with *P. minimum* influence mutualism or pathogenesis, we deleted key-genes and grew the respective mutants (**Table 1**) in co-culture with *P. minimum*. Deletion of the autoinducer synthase LuxI_1_ results in a QS null mutant which lacks morphological heterogeneity and down-regulated flagella synthesis and expression of the two T4SS (Patzelt et al., 2013). For the CtrA phosphorelay we studied deletions of the histidine kinase CckA (Δ*cckA*) and of the response regulator CrtA (Wang et al., 2014b).The Δ*ctrA* mutant described previously had by chance lost the 191 kb plasmid (Wang et al., 2014b) and is therefore designated Δ*ctrA*-191. Additionally we therefore investigated a mutant with intact *crtA* gene but lacking the 191 kb plasmid (designated Δ191; Ebert et al., 2013) that had been cured according to the strategy described (Petersen et al., 2012). For the components of the flagella, we used the structural genes *fliC* and *flgK* that had been deleted by transposon mutagenesis (Ebert et al., 2013). All of the strains were able to grow in single culture. Δ*luxI_1_* as well as Δ*cckA* and Δ*ctrA*-191 had a shorter lag phase and higher growth rate in artificial sea-water supplemented with succinate as c-source as reported before (Patzelt et al., 2013; Wang et al., 2014b). The same was true for both flagella mutants while the Δ191 mutant strain showed a prolonged lag-phase and lower growth-rate in single culture (**Supplementary Figure S2**).

When the QS null mutant Δ*luxI_1_* was cultivated together with *P. minimum* (**Figure 3A**) it grew faster than the wild-type, in accordance with its smaller cell size and higher growth rate in pure culture described previously (Patzelt et al., 2013). In contrast to the growth of the wild-type, cell numbers of the QS null mutant doubled within the first 3 days, even when cultivated alone in the medium without C-source. In co-culture cell numbers doubled initially as well, but – like in the wild-type – substantial growth started only at day 12. From then on, the mutant grew marginally faster than the wild-type and it reached slightly lower final cell densities. Interestingly, the decrease in the cell numbers of *P. minimum* started 3 days earlier in co-culture with the QS null mutant than in co-culture with the wild-type. The earlier start of the pathogenic phase might be a result of the faster growth rate of the QS null mutant and indicates a dosage effect, i.e., a larger number of cells has a stronger killing effect, in accordance with previous observations (Wagner-Döbler et al., 2010).

**FIGURE 3:**
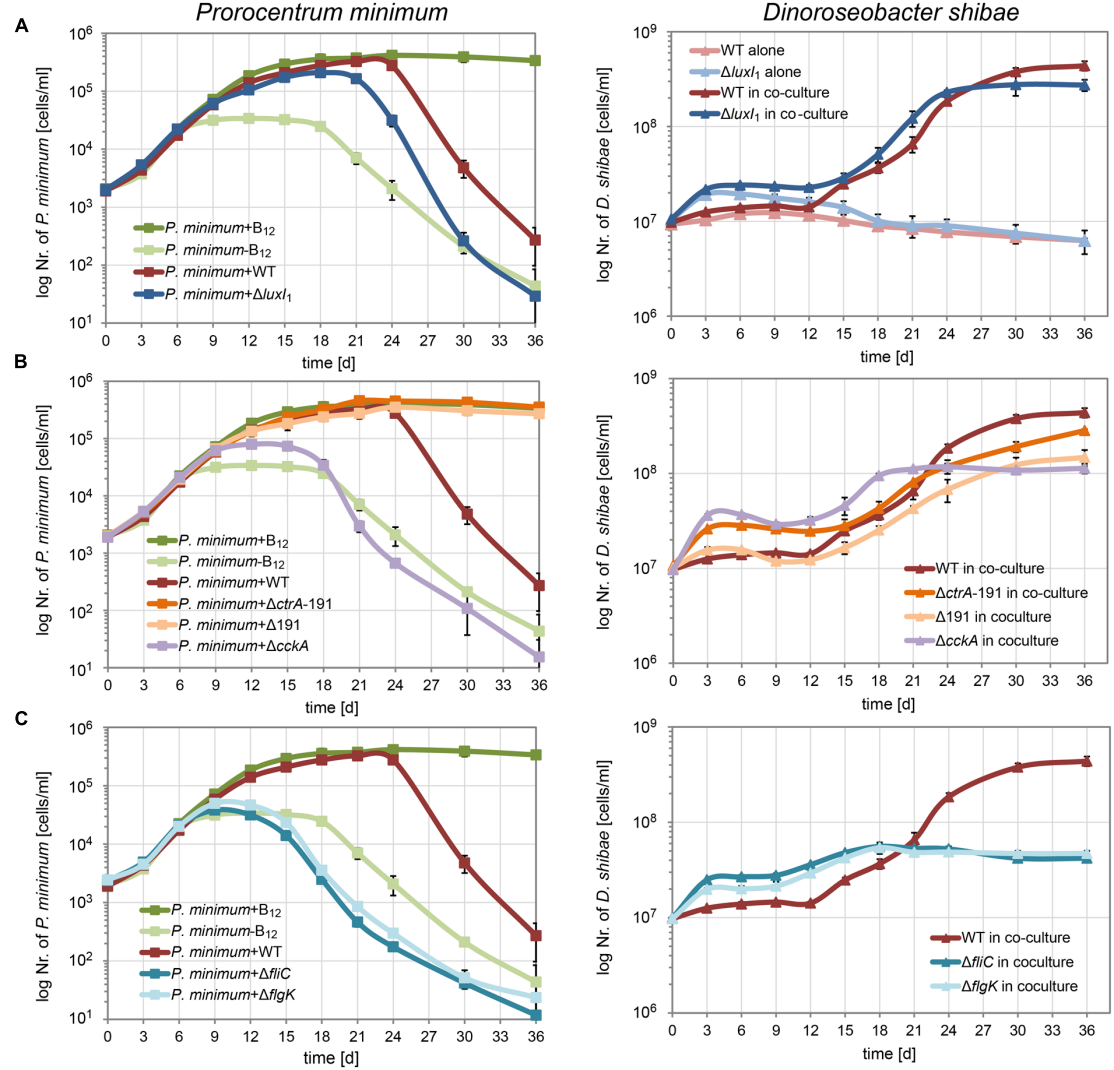
**Growth of *P. minimum* and different *D. shibae* mutants in co-culture.** *P. minimum* cell numbers are shown on the left, *D. shibae* cell numbers are shown on the right. The *P. minimum* positive and negative controls as well as the growth of the co-culture with wild-type *D. shibae* are shown in every panel for comparison. **(A)** Co-culture with the quorum sensing null-mutant *D. shibae* Δ*luxI_1_*, **(B)** with the phosphorelay knock-out mutants *D. shibae* Δ*cckA* and Δ*ctrA*-191, the latter additionally lacking the 191 kb plasmid, and a Δ191 kb cured mutant with intact *ctrA* gene, **(C)** with *D. shibae* Δ*fliC* and Δ*flik*, lacking functional flagella. Data represent mean and standard deviation of three biological replicates.

Next, we tested how the CtrA phosphorelay affects the interaction with the dinoflagellate (**Figure 3B**). The Δ*cckA* knock-out strain, which lacks the histidine kinase required for phosphorylating CtrA, grew initially faster in co-culture than the wild-type but reached a lower final cell density, most likely because of lack of growth of the dinoflagellate. In this co-culture, the dinoflagellate showed only weak growth and started dying at day 18, comparable to the negative control. These data suggest that the CtrA phosphorelay is critically important for establishing the mutualistic symbiosis between *P. minimum* and *D. shibae*.

The two strains lacking the 191 kb plasmid, Δ*ctrA*-191 and Δ191, differed in their initial growth rates in co-culture, likely due to the presence or absence of the *ctrA* gene (**Figure 3B**). While Δ*ctrA*-191 grew faster than the wild-type, similar to the Δ*cckA* mutant, Δ191 grew just like the wild-type. However, both mutants completely lacked the ability to kill the dinoflagellate. These data prove that it is indeed an interaction with the bacteria that kills the algae. Moreover, they show that essential determinants of the pathogenicity of *D. shibae* toward the alga are located on the 191 kb plasmid.

Synthesis of flagella is controlled by CtrA in all Alphaproteobacteria studied so far (Greene et al., 2012). Furthermore, their role in attachment of *Ruegeria* sp. TM1040 to the surface of its dinoflagellate host has been demonstrated (Miller and Belas, 2006). Therefore we asked which role the flagella play for the interaction of *D. shibae* and *P. minimum*. We found that knockout of either the flagellin (*fliC*) or a flagella hook associated protein (*flgK*) led to reduced growth of the dinoflagellate in co-culture, comparable to the negative control (**Figure 3C**). This effect was even more pronounced than for the Δ*cckA* mutant (**Figure 3B**). The dinoflagellate already died at day 15, earlier than in the negative control, indicating that not only was the symbiosis not established, but the bacteria most likely actively killed cells of *P. minimum*. These data indicate that flagella have an important role in the interaction which is independent of the CtrA phosphorelay.

## Discussion

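Of the quorum sensing genes, luxR1 (Dshi_0311) and luxI (Dshi_0312) were located. The pair luxR2 and luxI2, which the paper's results name as up-regulated on day 24, could not be matched. The values below therefore do not test that pair. Values of luxR1 were 627 ± 804 cpm (SD, n = 2) on day 18, from 1 read in replicate 1 and 157 reads in replicate 2, then 1682 ± 318 cpm on day 24 and 2026 ± 304 cpm on day 30. The log2 fold change of luxR1 was 1.14 between day 18 and day 24 (standard error 0.54, adjusted p = 0.26 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.27 between day 24 and day 30 (standard error 0.50, adjusted p = 0.751). The first of these was 0.63 without day 18 replicate 1 and 4.84 without day 18 replicate 2, the lowest and highest values with a library left out in turn. The gene luxI had 75.1 ± 23.1, 106 ± 11.5 and 74.3 ± 1.98 cpm on the 3 days. Its log2 fold changes were 0.30 (standard error 0.57, adjusted p = 0.851) and −0.51 (standard error 0.37, adjusted p = 0.339).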

Here, we show that QS, CtrA phosphorelay and flagella biosynthesis are regulated in opposite directions in different phases of the co-culture between *D. shibae* and *P. minimum*: at the onset of the pathogenic phase, those three traits are up-regulated, while they are down-regulated in the late pathogenic phase which might resemble the stationary phase of growth for *D. shibae*. CtrA phosphorelay and flagella biosynthesis have been shown to be controlled by QS in *D. shibae* (Patzelt et al., 2013). Expression of QS controlled genes can be density dependent, depending on the structure of the regulatory network (Fuqua et al., 1994; Haseltine and Arnold, 2008) and therefore their observed up-regulation during growth of *D. shibae* with the dinoflagellate could be unrelated to the co-cultivation. However, we previously showed that the QS controlled genes are not expressed in a density-dependent way when *D. shibae* is cultivated alone in a defined medium (Patzelt et al., 2013). Therefore, the transcriptome data suggest a possible role of QS, CtrA and flagella in the interaction of *D. shibae* with the dinoflagellate.

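When each of the 6 libraries was left out in turn, the median log2 fold change from day 18 to day 24 ranged from 1.98 to 2.74 for the CtrA list and from 1.65 to 2.27 for the flagellar genes. The adjusted p of limma's fry set test with Benjamini-Hochberg adjustment then lay between 0.0486 and 0.163 for the CtrA list and between 0.0618 and 0.143 for the flagellar genes, with the highest values without day 18 replicate 2. From day 24 to day 30 the medians ranged from −3.26 to −2.92 and from −3.81 to −3.28, with adjusted p from 0.0068 to 0.0943 for the CtrA list, which was over 0.05 in 3 of the 6 fits, and between 0.00652 and 0.0488 for the flagellar genes. From the opposite directions in both transitions, and from its earlier observation that genes controlled by QS do not follow cell density when D. shibae is cultivated alone, the paper proposes that QS, CtrA and flagella have a possible role in the interaction with the dinoflagellate.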

The contribution of those traits toward mutualism or pathogenicity, respectively, was investigated by co-cultivating a number of different mutants of *D. shibae* with the dinoflagellate. We show that establishment of a mutualistic interaction required the CtrA phosphorelay and flagella. Loss of CckA or essential parts of the flagellum led to reduced growth stimulation of the dinoflagellate by the bacterium. The cell numbers did not exceed those of the negative control. Our data therefore confirm the important role of flagella for interaction with host organisms that has already been found for *Ruegeria* sp. TM1040 which actively swims toward algal products and uses flagella for attachment (Miller et al., 2004; Miller and Belas, 2006). In contrast to *D. shibae*, TM1040 does not possess a QS system. This demonstrates that the role of CtrA and its targets in co-culture is not necessarily dependent on cell–cell communication. Control of CtrA by QS similar to that of *D. shibae* has been found in the sponge-symbiont *Ruegeria* sp. KLh11 where QS activates flagellar motility while inhibiting biofilm formation and therefore might also be crucial for interaction with the host (Zan et al., 2012, 2013). Recently it has been demonstrated that nodule-specific cysteine-rich peptides produced by *Medicago* plant species induce the differentiation of intracellular *Sinorhizobium meliloti* cells into nitrogen-fixing bacteroids by disrupting the expression of cell-cycle regulators, among them CtrA, furthermore exemplifying its important role for bacterial interaction with host species (Penterman et al., 2014).

The most striking finding of our study is the essential role of the 191 kb plasmid for the pathogenicity of *D. shibae.* It is a “killer plasmid,” since strains cured from this plasmid have completely lost the ability to kill *P. minimum*. This plasmid harbors a T4SS that might be able to transmit virulence factors to the host cell (Petersen et al., 2012). However, plasmid-located T4SS are commonly associated with conjugational DNA transfer (Christie et al., 2005; Smillie et al., 2010). Since the 126 kb sister-plasmid that also carries a T4SS apparently cannot complement the loss of the 191 kb plasmid, it could be hypothesized that those two T4SS are functionally different. Both T4SS were expressed but not up-regulated in the pathogenic phase of the co-culture with the dinoflagellate (**Supplementary Table S2**). 

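The genes of each T4SS could not be located, since the annotation used here gives gene symbols without product names and no symbol of a T4SS gene on either plasmid, so values are given for all genes of both plasmids. Of the 196 protein-coding genes of the 191 kb plasmid, 105 had uniquely mapped reads, and of the 136 genes of the 126 kb plasmid, 58 had them. The other 91 and 78 genes held only reads that map to more than 1 place, at least 155 and 139 each over the 6 libraries, and cannot be tested with unique reads. The 191 kb plasmid held 1.53% (95% Wilson interval 1.34 to 1.73%) and 1.36% (1.297 to 1.419%) of the uniquely mapped protein-coding reads of the day 18 libraries, 1.72% (1.69 to 1.74%) and 1.87% (1.86 to 1.89%) on day 24, and 2.15% (2.14 to 2.17%) and 2.01% (2.00 to 2.02%) on day 30. For the 126 kb plasmid the shares were 0.849% (0.715 to 1.01%) and 0.994% (0.944 to 1.05%), then 1.03% (1.01 to 1.05%) and 0.884% (0.873 to 0.895%), and then 0.941% (0.933 to 0.949%) and 1.13% (1.12 to 1.14%). Between day 18 and day 24, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 2 of the 105 genes of the 191 kb plasmid, Dshi_3684 (log2 fold change 2.24, adjusted p = 0.00852) and Dshi_3734 (2.41, adjusted p = 0.0131), both higher on day 24 and named after their values were seen. None of the 58 genes of the 126 kb plasmid was called, and 5 had an unadjusted p under 0.05. DESeq2's Wald test called 5 genes higher and 1 lower on the 191 kb plasmid and none on the 126 kb plasmid, where edgeR's likelihood ratio test called 1 gene lower. Without day 18 replicate 1, day 18 replicate 2 or day 24 replicate 2 no gene of either plasmid was called, with 21, 6 and 8 genes of the 191 kb plasmid and 7, 1 and 2 genes of the 126 kb plasmid at an unadjusted p under 0.05. With only the 4 libraries of both days, without day 30 replicate 1 and without day 30 replicate 2, the test each time called 8 genes higher and 1 lower on the 191 kb plasmid and 1 gene lower on the 126 kb plasmid, and without day 24 replicate 1 it called the same numbers as with all 6 libraries. With all counted reads, the test called 3 genes higher and 1 lower of 196, and none of 136. Between day 24 and day 30, 65 of the 105 genes were higher, and the test called 12 higher and 6 lower. Of the 58 genes, 34 were higher, and 6 were called higher and 8 lower. Without day 24 replicate 1 the calls were 1 higher and 2 lower, and 0 and 1, and without day 24 replicate 2 they were 4 and 2, and 2 and 1. Without day 30 replicate 1 they were 18 and 11, and 7 and 5, and without day 30 replicate 2 they were 19 and 9, and 13 and 12. With all counted reads, 28 of the 196 genes were called higher and 9 lower, and 13 of the 136 were called higher and 12 lower. The 105 genes as a set had median log2 fold changes of 0.48 and 0.28 in these comparisons (adjusted p = 0.0879 and 0.113 from limma's fry set test with Benjamini-Hochberg adjustment). With the genes without a day 18 read set to their limit, or left out where they were at or under it on day 24 too, the first median was 0.37. The set passed the threshold in both comparisons when filterByExpr removed weakly expressed genes (adjusted p = 0.0459 in each from the fry test). In a single random draw of the later libraries thinned to 100000 reads it was also past it (adjusted p = 0.0289 and 0.0492 from the fry test). The spread of these values over draws is not known. Over the alternatives other than leaving out a library, adjusted p ranged from 0.0289 to 0.908 and from 0.0459 to 0.483.

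**Figure D3:**
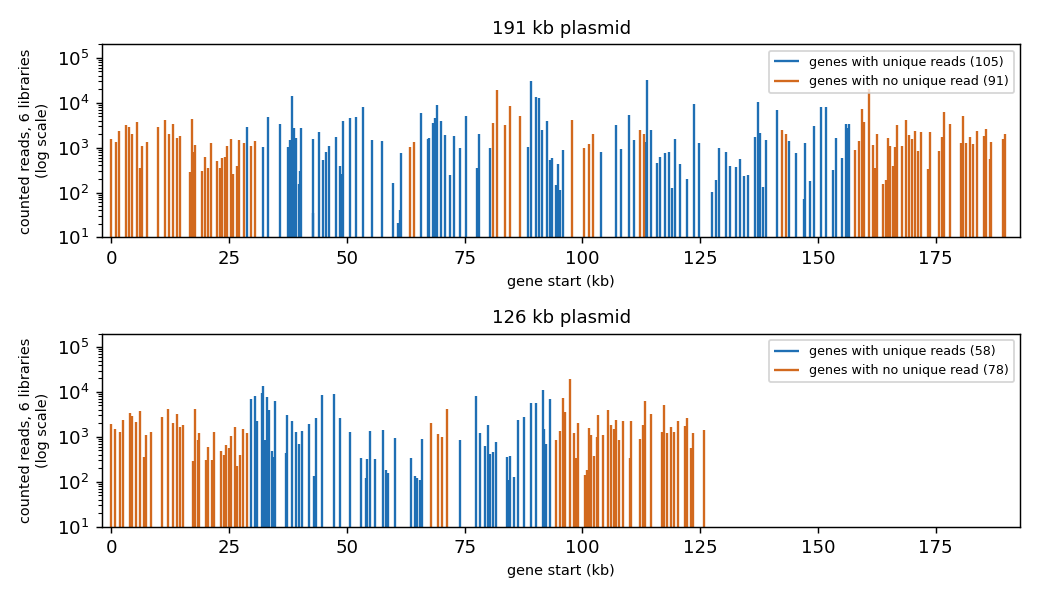
Counted reads per gene, summed over the 6 libraries on a log axis, by gene start in kb on the 191 kb and the 126 kb plasmid, with genes that have uniquely mapped reads and genes that have none in different colours. Genes without uniquely mapped reads, 91 on the 191 kb plasmid and 78 on the 126 kb plasmid, stand in stretches.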

Alternatively, other genes that are present on the 191 kb plasmid could be mediating the observed killing effect.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Identification of Genetic Modules Mediating the Jekyll and Hyde Interaction of Dinoroseobacter shibae with the Dinoflagellate Prorocentrum minimum
**Source:** Front Microbiol. 2015 Nov 13;6:1262. doi: 10.3389/fmicb.2015.01262
**Supplement:** Supplementary file 1

## Supplementary Table S1

### **Identification of genetic modules mediating the Jekyll and Hyde interaction of *Dinoroseobacter shibae* with the dinoflagellate *Prorocentrum minimum***

Hui Wang<sup>1§</sup>, Jürgen Tomasch<sup>1§</sup>, Victoria Michael<sup>2</sup>, Sabin Bhuj<sup>3</sup>, Michael Jarek<sup>3</sup>, Jörn Petersen<sup>2</sup> and Irene Wagner-Döbler<sup>1#</sup>

<sup>§</sup>contributed equally to this work

<sup>2</sup>German Collection of Microorganisms and Cell Cultures (DSMZ), Microbial Ecology and Diversity Research, Braunschweig, Germany

Running title: Algae – bacteria interactions

Subject category: Microbe-microbe and microbe-host interactions

**Supplementary Table S1. Mapping statistics of RNA-seq data.**

| No. of reads        | Day 18a    | Day 18b    | Day 24a    | Day 24b    | Day 30a    | Day 30b    |
|---------------------|------------|------------|------------|------------|------------|------------|
| Counted fragments   | 36,581     | 169,698    | 1,528,357  | 3,199,674  | 6,153,431  | 6,165,259  |
| - uniquely          | 15,227     | 139,421    | 1,279,767  | 2,903,645  | 5,339,346  | 5,282,941  |
| - non-specifically  | 21,354     | 30,277     | 248,590    | 296,029    | 814,085    | 882,318    |
| Uncounted fragments | 52,601,442 | 59,207,269 | 50,110,833 | 37,034,663 | 12,590,839 | 20,337,523 |
| Total fragments     | 52,638,023 | 59,376,967 | 51,639,190 | 40,234,337 | 18,744,270 | 26,502,782 |

# Supplementary material for: Identification of Genetic Modules Mediating the Jekyll and Hyde Interaction of Dinoroseobacter shibae with the Dinoflagellate Prorocentrum minimum
**Source:** Front Microbiol. 2015 Nov 13;6:1262. doi: 10.3389/fmicb.2015.01262
**Supplement:** Supplementary file 3

## Supplementary Figure S1

### Identification of genetic modules mediating the Jekyll and Hyde interaction of *Dinoroseobacter shibae* with the dinoflagellate *Prorocentrum minimum*

Hui Wang<sup>1§</sup>, Jürgen Tomasch<sup>1§</sup>, Victoria Michael<sup>2</sup>, Sabin Bhuj<sup>3</sup>, Michael Jarek<sup>3</sup>, Jörn Petersen<sup>2</sup>  
and Irene Wagner-Döbler<sup>1#</sup>

<sup>§</sup>contributed equally to this work

<sup>2</sup>German Collection of Microorganisms and Cell Cultures (DSMZ), Microbial Ecology and Diversity Research, Braunschweig, Germany

Running title: Algae – bacteria interactions

Subject category: Microbe-microbe and microbe-host interactions

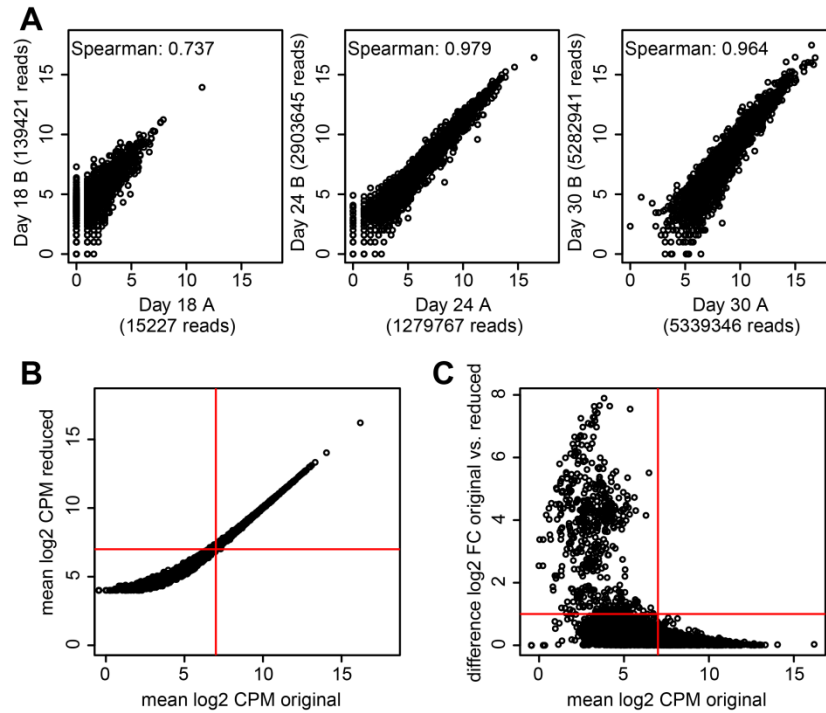

**Supplementary Figure S1. Quality control of RNA-seq data.** (A) Scatter plots and Spearman rank correlation of the two biological replicates for each day. (B) Reduction of the mapping reads to 100 k leads to underrepresentation of genes with low coverage. (C) Comparison of the calculated log<sub>2</sub> fold changes of the original and the dataset with reduced number of mapping reads reveals huge deviations for genes with a log<sub>2</sub> CPM < 7. CPM = counts of mapping per million reads per gene; FC =fold change.

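Each scatter plot of Supplementary Figure S1A sets the reads of every gene in a replicate against those in the other. The spread of the points reflects both the culture-to-culture variation and the counting error, and the latter grows as fewer reads are counted. The squared difference of both replicates divided by that of counting error alone, summed over genes and divided by the degrees of freedom, was 2.46 for day 18, 26.0 for day 24 and 111 for day 30. Genes with few reads in both replicates were left out, which kept 1854, 3904 and 3982 genes. For the same variation between cultures this ratio grows with depth, so it does not rank the days by reproducibility.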

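Supplementary Figures S1B,C rest on drawing a smaller number of reads at random from a library, which leaves the composition of the library as it was and adds counting error. In the thinned libraries 40.0% of the genes under log2 cpm 7 had no read left in at least 1 library. With the limit at log2 cpm 6, 15.6% of the genes below and 1.67% of those above had a fold change that moved by more than 1 on the log2 scale, and with the limit at log2 cpm 8 the shares were 10.9% and 0.161%.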

# Supplementary material for: Identification of Genetic Modules Mediating the Jekyll and Hyde Interaction of Dinoroseobacter shibae with the Dinoflagellate Prorocentrum minimum
**Source:** Front Microbiol. 2015 Nov 13;6:1262. doi: 10.3389/fmicb.2015.01262
**Supplement:** Supplementary file 4

## Supplementary Figure S2

### Identification of genetic modules mediating the Jekyll and Hyde interaction of *Dinoroseobacter shibae* with the dinoflagellate *Prorocentrum minimum*

Hui Wang<sup>1§</sup>, Jürgen Tomasch<sup>1§</sup>, Victoria Michael<sup>2</sup>, Sabin Bhuj<sup>3</sup>, Michael Jarek<sup>3</sup>, Jörn Petersen<sup>2</sup>  
and Irene Wagner-Döbler<sup>1#</sup>

<sup>§</sup>contributed equally to this work

<sup>2</sup>German Collection of Microorganisms and Cell Cultures (DSMZ), Microbial Ecology and Diversity Research, Braunschweig, Germany

Running title: Algae – bacteria interactions

Subject category: Microbe-microbe and microbe-host interactions

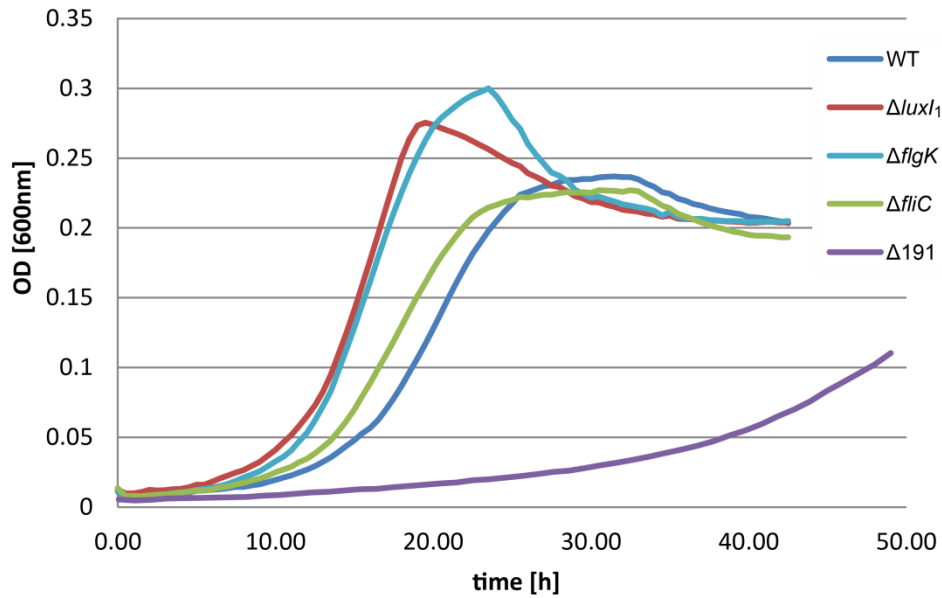

**Supplementary Figure S2. Growth of strains used in this study in single culture.** The strains were cultivated in artificial seawater medium supplemented with 5 mM succinate as carbon source as described in the material and methods section. The graphs represent the means from 5 to 10 biological replicates. WT: *D. shibae* DFL12 wild-type, OD: optical density at 600 nm.

How the deposited data were processed for this re-analysis (not part of the article)

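Bacterial RNA of co-cultures of D. shibae wild-type and P. minimum was measured by sequencing after ribosomal RNA depletion. Samples were taken on day 18, day 24 and day 30, each 5 h into the light period, and 2 of the cultures of each day were sequenced. The 6 libraries were grouped by day. The replicate numbers were tested for pairing between days and not used as pairs.

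The authors trimmed the reads, mapped them to the genome and counted them on each annotated gene. The deposited values are counts: for every gene a count of uniquely mapped reads, a count of all reads including those that map to more than 1 place, and an RPKM value. The expression values the authors give per gene equal the unique counts, and totals of both kinds of counts equal those of Supplementary Table S1. RPKM values were not used. The counting tool is not named in the paper's text, and how reads on overlapping genes or on the opposite strand were counted is not known. Gene names and positions were taken from the files, and 2904 gene names were locus tags of the reference annotation. A further 79 names were locus tags that the reference annotation does not list, and were kept. Of the names that are not locus tags, 1258 were assigned the locus tag of a reference gene that overlapped by at least 50% of both lengths, and 3 were left without a locus tag.

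Protein-coding genes with at least 1 unique read over the 6 libraries were kept, which left 3992 genes. Their unique counts were scaled by TMM and fitted with glmQLFit in edgeR 4.0.16 (R 4.3.3), with the day as the only factor and all 6 libraries in 1 fit. Day 24 was compared with day 18 and day 30 with day 24 by the quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. This test, the sets of genes, the alternatives and the rule for naming genes were set before the data were examined, except for the alternatives and tests said to have been added. The paper's text names edgeR and not the test within it. Genes were named if the paper's text or Figure 2B names them, or if they were among the 5 largest rises or the 5 largest falls of a comparison with an adjusted p under 0.05, an average log2 cpm of at least 7 and the same direction with each library left out. The paper's values for 1997 genes of Supplementary Table S2, the part of the table that could be read, had been seen when this rule was written.

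Sets of genes were tested with fry in limma 3.58.1, and by camera with a preset correlation of 0.01 as an alternative. The sets were the 13 located genes of the CtrA list, 28 flagellar genes, 54 ribosomal protein genes and the 105 genes of the 191 kb plasmid with unique reads, and their p-values were adjusted over both comparisons. A set of 28 genes named bch, puf or puh in the files or the reference annotation was added after bchC and bchX had been seen among the largest changes. Lower limits for genes without reads on day 18 were computed against 3 reads over both libraries of the day, and for 1 to 3 reads an exact 95% counting interval of the ratio was computed.

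Alternatives were DESeq2's size factors and library size alone as the scaling, filterByExpr and an average log2 cpm of at least 7 as the filter, all counted reads in place of unique reads, DESeq2's Wald test (version 1.42.0), edgeR's exact test on the 4 libraries of a comparison, edgeR's likelihood ratio test, a fit of only the 4 libraries, a block for the replicate number, each library left out in turn, and the libraries of day 24 and day 30 thinned to 100000 reads. Added after the data had been seen were upper-quartile normalization, an exact test with 1 common dispersion over the 6 libraries and upper-quartile normalization, and a fit without the 10 genes with the most reads on day 18. The fits without a day 18 or day 24 library leave that day with a single library, which is then assumed to vary like those of the other days. Tests on thinned libraries used a single random draw, so their spread over draws is not known.

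The test was tried on simulated counts with the depths of the libraries and 200 changed genes. No changed gene that was called had the wrong sign. Among the 75 and 77 changed genes of log2 cpm 7 or more, the median error of the log2 fold change was 0.18 for day 24 against day 18 and −0.07 for day 30 against day 24. The sizes of the simulated changes were chosen and not taken from the data, so the shares called hold for that choice. Counts, simulations and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

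COG categories are given only in the part of Supplementary Table S2 that could be read, with 1997 genes, so their enrichment over all genes was not tested. The type IV secretion genes could not be located and were left out. The growth of mutants and of P. minimum is not part of the files used here.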

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

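No test in this part was chosen only after its result was seen.

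Reads that map to more than 1 place, which the paper does not analyse, gave a signal on both plasmids. On the 191 kb plasmid 91 of 196 protein-coding genes, and on the 126 kb plasmid 78 of 136, had no uniquely mapped read in any of the 6 libraries, yet each had at least 155 and 139 counted reads. These genes held 40.9% and 50.3% of all counted reads of the plasmids. If the reads are shared between near-identical genes of both plasmids, the genes should follow each other in the same order of lengths. The longest common order of gene lengths held 74 genes, against at most 22 in 1000 shuffled orders. This is consistent with reads shared between paired genes of the sister plasmids, which would leave the expression of the members of a pair inseparable. Gene lengths do not show that the sequences are the same, and the sequences were not compared. The design gives no biological explanation for genes without unique reads, and none was tested.

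Reads on ribosomal and transfer RNA genes, which the paper does not analyse, took 57.1% of the counted reads of day 18 replicate 1, against 15.4% in day 18 replicate 2 and at most 13.8% in the later libraries. If reads from algal ribosomal RNA were the source, the share of the shorter of the large rRNA genes among the rRNA reads should lie outside the range of the other 5 libraries. It was 25.05%, against 2.64 to 22.4% in the others. The share thus lay above that range, and nearest to it was day 18 replicate 2, in which RNA genes took a much smaller share of the reads. Because the share was high in both day 18 libraries and differed between the later libraries too, reads from the alga and a less complete depletion of bacterial ribosomal RNA cannot be told apart. RNA genes took 0.184% of the unique reads of this library and were left out of all tests. A difference between the cultures themselves was not tested.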

How the results depend on the processing

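Upper-quartile normalization, the exact test with 1 common dispersion and the fit without the 10 genes with the most reads on day 18 were chosen only after results were seen, and the exact test by a search against the paper's counts.

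Directions were kept by nearly all results. Of the 29 named genes called between day 18 and day 24 and the 61 called between day 24 and day 30, none was called in the opposite direction under any alternative, which for the genes named by size and the fits without a library follows from the rule for naming them. Values changed sign for genes that were not called: without day 18 replicate 2, flgA (−0.44), fliL1 (−0.17) and motB (−0.087) were lower on day 24, while without day 18 replicate 1 they had their highest values (2.64, 1.59 and 1.41). For Dshi_3358, day 24 against day 18 was negative with only genes of log2 cpm 7 or more (−0.041) and with upper-quartile normalization (−0.032), and for Dshi_3364, day 24 against day 18 was negative with these (−0.037 and −0.12) and with the exact test with 1 common dispersion (−0.13). The median of the bch, puf and puh genes from day 24 to day 30 was −0.035 without day 30 replicate 2 and 0.88 without day 30 replicate 1, against 0.43. The cause was not tested.

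The counts of called genes moved most. From day 18 to day 24, 85 genes were higher, but 140 with library size alone, 129 with the likelihood ratio test, 162 with only the 4 libraries and 15 with the exact test with 1 common dispersion. The 59 lower genes became 96 with library size alone, 37 with the exact test on 4 libraries, 95 with only the 4 libraries, 111 with upper-quartile normalization and 26 with the exact test with 1 common dispersion. From day 24 to day 30, the 459 higher genes became 206 with thinned libraries and 259 with the exact test with 1 common dispersion. The 488 lower genes became 315 with only genes of log2 cpm 7 or more, where fewer genes were tested, 321 with DESeq2's Wald test, 277 with thinned libraries and 263 with the exact test with 1 common dispersion. The 68 genes called in both became 120 with library size alone and 10 with the exact test with 1 common dispersion. Under each other alternative apart from the block and the fits without a library, these counts stayed within 1.5 times the reported ones. The thinned libraries were a single random draw and held fewer reads, and for the other changes the cause was not tested.

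With each library left out in turn, the higher genes ranged from 0 to 163 and the lower genes from 0 to 98 from day 18 to day 24, and from 105 to 633 and from 244 to 604 from day 24 to day 30. The genes called in both ranged from 0 to 118. No gene was called from day 18 to day 24 without day 18 replicate 1 or replicate 2, and 2 were called without day 24 replicate 2, where 1 library of the day was left. Of the 29 named genes, 0, 0 and 1 were then called, and 27 were called without day 24 replicate 1. From day 24 to day 30, 349 genes were called without day 24 replicate 1 and 380 without day 24 replicate 2, with 58 and 53 of the 61 named genes among the calls. Without day 30 replicate 1 or replicate 2 the calls from day 18 to day 24 rose to 258 and 261, although neither library belongs to that comparison.

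For the sets of genes, adjusted p is from limma's fry test with Benjamini-Hochberg adjustment. The CtrA list from day 18 to day 24 (median 2.16, adjusted p = 0.0319) was not past the threshold with library size alone (2.09, 0.0537), only the 4 libraries (2.16, 0.118) and upper-quartile normalization (1.91, 0.0668). The flagellar genes (1.85, 0.0319) were not with library size alone (1.75, 0.0930), only the 4 libraries (1.87, 0.118) and upper-quartile normalization (1.56, 0.108). Adjusted p ranged from 0.0263 to 0.118 for both. These ranges and those below are over the alternatives other than leaving out a library. From day 24 to day 30 the CtrA list (−3.10) lost the threshold with only the 4 libraries (−3.17, 0.0510; range 0.00417 to 0.0510) and without day 18 replicate 2 (0.0549), day 30 replicate 1 (0.0943) or day 30 replicate 2 (0.0692), and the flagellar genes (−3.60) kept it under each alternative and with each library left out (0.00210 to 0.0307, and up to 0.0488 without day 30 replicate 1). The ribosomal protein genes from day 24 to day 30 (−1.70) lost it with only the 4 libraries (−1.78, 0.0670; range 0.00714 to 0.0980). From day 18 to day 24 they (−0.43, 0.232) passed it with only genes of log2 cpm 7 or more (−0.74, 0.0416), with upper-quartile normalization (−0.81, 0.0274) and with camera (−0.43, 1.77e-08), with a range of 0.0274 to 0.326 for fry. The 191 kb plasmid genes passed it from day 18 to day 24 with filterByExpr (0.42, 0.0459) and thinned libraries (0.24, 0.0289; range 0.0289 to 0.908), and from day 24 to day 30 with filterByExpr (0.27, 0.0459) and thinned libraries (0.24, 0.0492; range 0.0459 to 0.483). Of the sets camera called in both comparisons, the CtrA list and the flagellar genes held under fry in both, and the ribosomal protein genes from day 24 to day 30. The cause was not tested.

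With each library left out in turn, the medians from day 18 to day 24 ranged from 1.98 to 2.74 for the CtrA list, 1.65 to 2.27 for the flagellar genes, −0.43 to −0.18 for the ribosomal protein genes and 0.38 to 1.07 for the 191 kb plasmid genes. From day 24 to day 30 they ranged from −3.26 to −2.92, −3.81 to −3.28, −2.004 to −1.34 and 0.10 to 0.34. The ribosomal protein genes from day 24 to day 30 passed the threshold with day 18 replicate 1 left out (adjusted p = 0.0481) and with no other library left out (0.0618 to 0.120). The CtrA list from day 18 to day 24 passed it only with day 24 replicate 1 left out (0.0486, and up to 0.163), and the flagellar genes with none of the 6 libraries left out (0.0618 to 0.143). The photoheterotrophy genes called from day 24 to day 30 numbered 4 to 7, and 2 with only genes of log2 cpm 7 or more, where 2 were tested.

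A block for the replicate number gave 150 genes higher on day 24 than on day 18, and adjusted p of 0.0980 for the CtrA list (2.37) and the flagellar genes (1.94) from day 18 to day 24 and for the ribosomal protein genes (−1.73) from day 24 to day 30. No sign of pairing by replicate number was seen over 1351 genes. The deviations of replicate 1 from its day correlated at 0.11 between day 18 and day 24 and 0.000863 between day 18 and day 30. Between day 24 and day 30 the correlation was −0.10. Counting error in the shallow day 18 libraries weakens such correlations, so pairing is not excluded.

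The scaling moved the median log2 fold change of all genes of log2 cpm 7 or more. Against TMM, from day 18 to day 24 it lay lower with upper-quartile normalization (−0.31), with a filter at log2 cpm 7 (−0.30) and with library size alone (−0.11), and from day 24 to day 30 higher with DESeq2's size factors (0.22), library size alone (0.20) and the filter at log2 cpm 7 (0.20). The share of called genes that were higher from day 24 to day 30 was 48.5%, and 63.3% with DESeq2's size factors.

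Replicate correlations moved with the genes included, to 0.794 and 0.762 for day 18, 0.943 for day 24, and 0.923 and 0.958 for day 30. In the resampling, the shares that moved were 12.9% below and 0.520% above the limit, and became 35.6% and 1.14% with the smaller prior count of edgeR's fitted fold changes, 15.6% and 1.67% with the limit at log2 cpm 6, and 10.9% and 0.161% with the limit at 8. In day 18 replicate 1, 3 reads correspond to 197 cpm, which limits what can be detected there. The tests of COG categories and of type IV secretion genes were not run.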

Differences from the paper's values

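The exact test with 1 common dispersion and upper-quartile normalization was chosen only after results were seen, by trying combinations of counted reads, gene filters, scalings, dispersion estimates and tests against the paper's counts.

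For day 24 against day 18, the paper's count of up-regulated genes is 15, and 85 were called here; none of the alternatives set before the data were examined came within 1.5 times of the paper's count. The paper's count of down-regulated genes is 26, and 59 were called here. The exact test on 4 libraries (37) and the fit without day 24 replicate 1 (20) fell within that range, and the others did not. The paper's total is 41 and the total here was 144, and none of the alternatives set before the data were examined reached it. The exact test named above gave 15 and 26, 41 in all. It was chosen after seeing these values, and it drops 3 of the 19 genes called in the part of Supplementary Table S2 held here.

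For day 30 against day 24, the paper's count of up-regulated genes is 146, and 459 were called here. The fits without day 24 replicate 1 (105), without day 24 replicate 2 (130) and with thinned libraries (206) came within 1.5 times, and the others set before the data were examined did not. The paper's count of down-regulated genes is 245, and 488 were called here. Only genes of log2 cpm 7 or more (315), DESeq2's Wald test (321), the fits without day 24 replicate 1 (244) and without day 24 replicate 2 (250) and thinned libraries (277) came within that range. The paper's total is 391 and the total here was 947, with 349 and 380 without day 24 replicates 1 and 2 and 483 with thinned libraries as those in range. The exact test chosen after seeing the values gave 263 genes lower and 522 in all, which lie in range, and 259 higher, which does not, and it drops 22 of the 183 genes called in the part of the table held here.

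The paper's number of genes shared by both comparisons is 17, and 68 were shared here. The paper's number of called genes under log2 cpm 7 is 4, and 48 were found here. No alternative came within 1.5 times of either, and the exact test chosen after seeing the values gave 10 shared genes.

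Of the genes called in the part of Supplementary Table S2 held here, 2 of 19 and 2 of 183 were not called here in the comparisons of day 24 with day 18 and day 30 with day 24. DESeq2's size factors call all of them. All 19 are also called with library size alone, DESeq2's Wald test, the likelihood ratio test, only the 4 libraries, thinned libraries, upper-quartile normalization, and without day 30 replicate 1 or replicate 2, and all 183 with the exact test on 4 libraries. The fold changes of the table lie lower than those here by a median of 0.22 on the log2 scale for day 24 against day 18, and for day 30 against day 24 the difference, taken as the value here minus that of the table, is −0.11. With upper-quartile normalization, added after seeing the data, these differences are −0.02 and 0.01.

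In the paper's Figure 2B, the asterisk of the pair rsbW and Dshi_0073 for day 24 against day 18 stands at rsbW. Here Dshi_0073 passed (adjusted p = 5.54e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and rsbW did not (0.165), nor did rsbW pass under any alternative. The paper's Supplementary Table S2 gives 0.0178 for Dshi_0073 and 0.802 for rsbW.

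The paper describes all of the listed regulatory and flagellar genes as down-regulated with significance on day 30. Here all 13 and all 28 were lower, and all 13 and 27 passed, while fliI (−1.34, adjusted p = 0.174) did not, except without day 30 replicate 1 (0.00178). In the ranges of Figure 2B, Dshi_3358 (−0.86, adjusted p = 0.0878) also did not, except in the exact test on 4 libraries (0.0250) and the fit of only the 4 libraries (0.0426). For ydaM (Dshi_0329) the paper's Supplementary Table S2 gives an adjusted p of 0.432 and the value here was 0.00152. The gene ydaM (Dshi_0329), day 30 against day 24, did not pass with library size alone (0.0911), DESeq2's Wald test (0.245), thinned libraries (0.327), without day 24 replicate 2 (0.302) and without day 30 replicate 2 (0.0969), nor, among the alternatives chosen after seeing the values, with upper-quartile normalization (0.0580) and the exact test with 1 common dispersion (0.155).

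The paper describes quorum sensing as up-regulated at the onset of the pathogenic phase and down-regulated later. Of its genes, luxR1 and luxI were found here and neither passed in either comparison. From day 24 to day 30 luxR1 was higher by 0.27 (adjusted p = 0.751) and luxI was lower (−0.51, adjusted p = 0.339), and the pair luxR2 and luxI2 was not located, since the gene the files name luxR2 (Dshi_0465) has no gene named luxI2 beside it.

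The paper describes the locus starting at Dshi_2489 as up-regulated on day 30. Here all 7 genes were higher and 6 passed. Dshi_2489 (0.84, adjusted p = 0.12) did not, except with DESeq2's size factors (0.0445) and without day 30 replicate 2 (0.0192).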

Other observations

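The tests of library depth between the day 30 libraries, of the split between higher and lower genes, of the shift of TMM, of the flagellar genes with a single day 24 library and of the replicate correlations at equal depth were chosen only after the result was seen, as were the interval of the background ratio, the set of bch, puf and puh genes and the values for the 72 kb chromid.

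Weakly expressed genes had more reads in day 30 replicate 1 than in replicate 2. With the chromosomal genes ordered by their reads per kb on day 24 and divided into 5 groups of equal size, the ratio of the median reads per kb of replicate 1 to replicate 2 fell from 2.18 in the lowest to 1.74, 1.46, 1.13 and 1.02 in the highest. The libraries differed in unique reads by a ratio of only 1.01, which argues against depth as the source. An even background, for example of genomic DNA, should add the same reads per kb to every gene, within 2-fold. The excess in the middle group was 2.04 times that in the lowest, just past this limit, with a bootstrap interval of 1.76 to 2.31 from 2000 resamples that includes it. The median excess was 54.6, 95.6, 111 and 82.8 reads per kb in the lowest 4 groups, while in the highest it was set to about 0 by the scaling. In weak genes of other replicons it was 101.1 (19 genes of the 191 kb plasmid), 112 (26 genes of pDSHI02), 174 (10 genes of the 126 kb plasmid), 67.4 (11 genes of pDSHI04) and 81.9 (43 genes of the 72 kb chromid). All of these lie above the 54.6 of the lowest chromosomal group, but only those of pDSHI02 and the 126 kb plasmid lie past the 2-fold limit. These values go against an even background, but they rest on few genes, and the copy numbers of the plasmids are not known. An even background therefore stays open and cannot be told apart from differences between the cultures in weakly expressed genes.

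The CtrA list and the flagellar genes rose from day 18 to day 24 and fell from day 24 to day 30. Both comparisons share the day 24 libraries, so chance values of these would give a rise and then a fall. With replicate 1 as the only day 24 library, the medians of the flagellar genes were 1.65 and −3.44, and with replicate 2 as the only one they were 2.23 and −3.81. Set tests of these fits leave day 24 with 1 library and cannot decide. With either library alone, all 28 flagellar genes were higher on day 24 than on day 18. In 20 sets of libraries simulated without change, no gene was called higher and then lower, against 40 here. Of these 40 genes, 22 were flagellar or of the CtrA list. At an unadjusted p under 0.05 there were 3 to 14 such genes in the simulated sets, against 106 here. These values argue against chance values that are independent between genes as the source of the rise and fall. The simulation held no gene that changes in only 1 comparison and no deviation shared by many genes of a culture. The day 24 libraries were therefore not excluded as a source. The simulated genes were not tallied by set. The scaling of the libraries is argued against by the median of the flagellar genes, which was at least 1.56 under 4 scalings, and the shallow library by the value without day 18 replicate 1, 2.13. The adjusted p of both sets did depend on the scaling and on single libraries. The growth phase of D. shibae, the decline of the alga and the age of the co-culture change together between the days and were not tested against each other. Depth also differs between the days. With the later libraries thinned to 100000 reads in a single random draw, the median of the flagellar genes was 1.55.

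The ribosomal protein genes had a lower median on day 24 than on day 18 (−0.43), which did not pass fry. The smallest distance of their median from the median of all genes over 4 scalings was −0.61. A scaling moves both medians alike, so this distance cannot exclude it, and with DESeq2's size factors, library size alone and upper-quartile normalization the median was −0.47, −0.57 and −0.81. The scaling and a change in expression cannot be told apart as the source of the size of the fall. The median was −0.43 without the 10 genes with the most reads on day 18, and −0.43 without day 18 replicate 1, so neither a few abundant genes nor that library accounts for it. Without day 18 replicate 2 it was −0.18 and without day 24 replicate 1 it was −0.27, so the size of the fall rests on these libraries. A slower growth on day 24 is among the explanations that were not tested.

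Of the genes called from day 18 to day 24, 59.0% were higher with TMM, 58.9% with DESeq2's size factors, 59.3% with library size alone and 39.7% with upper-quartile normalization. Of these scalings only upper-quartile normalization moved the split, and no value here shows which scaling is right, so the scaling and a change in expression cannot be told apart as its source. A shift of TMM caused by the many zeros of the shallow libraries was also weighed. In 10 sets of libraries simulated without change, the median log2 fold change of genes of log2 cpm 7 or more was 0.144 with TMM, 0.101 with DESeq2's size factors, 0.0563 with upper-quartile normalization and 0.0108 with library size alone. Library size alone gave the 59.3% above, but it is free of this shift by construction, since the simulated depths were the library totals. Upper-quartile normalization, with a shift of only 0.0563, gave 39.7%. The shift is therefore not excluded as a source of the split. A change in the composition of the RNA between the days stays open.

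The replicates of day 18 correlated less than those of the later days. With the day 24 libraries thinned to the depth of the day 18 libraries, their correlation was 0.781, within 0.1 of the 0.737 of day 18. This is consistent with depth as the main source of the difference. A larger variation between the day 18 cultures was not excluded.

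From day 18 to day 30, a comparison the paper does not make, 475 genes were higher and 423 lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median log2 fold change was −1.72 for the flagellar genes, −0.43 for the CtrA list and −2.10 for the ribosomal protein genes.

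The 28 genes named bch, puf or puh in the files or the reference annotation had a median log2 fold change of 1.21 from day 18 to day 24 and 0.43 from day 24 to day 30, and passed fry in neither comparison (adjusted p = 0.184 and 0.438, limma's fry set test with Benjamini-Hochberg adjustment). From day 18 to day 24 the set passed fry with library size alone (adjusted p = 0.0480) and with thinned libraries (0.0476), within a range of 0.0476 to 0.184 over the alternatives other than leaving out a library, and passed camera (adjusted p = 3.83e-08). Without day 18 replicate 2 the median was 5.37 (adjusted p = 0.512 from fry). From day 18 to day 24, 27 genes were higher, and pucB and pufA had no read on day 18.

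On the 72 kb chromid, 62 of 73 genes were higher on day 30 than on day 24, with a median log2 fold change of 0.90, and 16 of these were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test called 6 without day 24 replicate 1, 9 without day 24 replicate 2, 31 without day 30 replicate 2 and 6 with thinned libraries, and without day 30 replicate 1 it called 19 higher and 3 lower. Its share of the uniquely mapped protein-coding reads was 0.342% (95% Wilson interval 0.261 to 0.448%) and 0.305% (0.277 to 0.335%) on day 18, 0.421% (0.409 to 0.432%) and 0.429% (0.422 to 0.437%) on day 24, and 0.904% (0.896 to 0.912%) and 0.694% (0.687 to 0.701%) on day 30. From day 18 to day 24 the test called 1 gene, Dshi_4225 (2 reads on day 18), named after its value was seen. The median in that comparison was 0.28, and −0.43 with the 16 genes without a day 18 read left out, since all of these were at or under the limit on day 24.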
